A study of Mus musculus with 80 samples. Its data were reported in "m6A and the NEXT complex direct Xist RNA turnover and X-inactivation dynamics" (2025).

How the data were processed

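Chromatin-associated RNA, the RNA that stays with the chromatin pellet after cell lysis, was sequenced from mouse embryonic stem cells of a cross between inbred strains in 80 libraries. The cells carry a doxycycline (Dox) inducible promoter in front of Xist on a single X chromosome, so that Dox for 24 h induces Xist RNA and silencing of that X. In each degron line the target protein carries an FKBP tag, and the small molecule dTAG leads to loss of the tagged protein. The targets were METTL3, the catalytic subunit of the m6A writer complex, YTHDC1, a nuclear reader of m6A, ZCCHC8, a subunit of the nuclear exosome targeting complex NEXT, and ZFC3H1, a subunit of the PAXT complex. Each line was sequenced untreated, with dTAG, with Dox for 24 h, and with dTAG for 2 h followed by dTAG and Dox for 24 h. For the libraries with dTAG alone the titles give 26 h and the treatment field gives 2 h, and the titles were followed.

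The deposited expression tables hold CPM (library-size scaled counts) per gene, scaled by the authors with edgeR, with both alleles together. Upstream, the authors removed rRNA reads with bowtie2, aligned the rest with STAR to an mm10 genome masked at the variants of both parent strains, kept unique alignments, and counted strand-specific reads with featureCounts over whole transcript spans, so that intronic reads are included. The deposited ratio tables hold, per X-linked gene, the fraction of variant-covering reads from the X with the inducible Xist, Xi/(Xi + Xa), computed by the authors after splitting alignments by allele with SNPsplit. Per the study's methods, ratios were computed for genes with a minimum of 10 reads over variants. The ratio tables give no read numbers, so the depth behind each ratio above that minimum is not known here and no interval was computed for it. Coordinates are those of the deposited tables on GRCm38, with starts counted from 1.

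There were 6 expression tables of 22556 genes each, of which 908 are X-linked, and 5 ratio tables. Of the genes, 22410 (99.4%) matched a RefSeq symbol. Each library summed to the total that CPM imply, and in every library 100% of the values came out as whole multiples of a single step, which gave the number of reads. Recovered depth ranged from 8.58 to 34.4 M reads (megareads) per library, with a median of 22.5 M. A single read was worth 0.0291 to 0.117 CPM, and with Dox every library held at least 27137 Xist reads. Reads were counted without molecular identifiers, so depth covers counting error only. Another 24 columns could not be assigned to a sample of the series and were not used here. Over 56 pairs of replicates 0 were identical, and the lowest chi-square per degree of freedom between the recovered reads of a pair was 8.05, so replicates differed by more than counting error.

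The 80 libraries fall into 32 groups. METTL3 had 4 clones (G4, H1, C3 and H5), and ZCCHC8 (Z4F, Z12H), YTHDC1 (Y9F, Y12H) and ZFC3H1 (8H, 11A) had 2 clones each. The FKBP tag on METTL3 is N-terminal in G4 and H1 and C-terminal in C3 and H5. The YTHDC1 clones were sequenced in 2 experiments: the first shares its tables with ZCCHC8 and is called the shared table, the other has its own and is called the separate table. Column names of both YTHDC1 tables are the same, and the table named as the second replicate was taken as experiment 2. The transgene lines were made in METTL3 clone H5 and express GFP-METTL3 from Rosa26, wild type (WT) or the D395A form of the catalytic site. WT and D395A were each a single clone with both X chromosomes (XX) and a single clone labelled XiO, in 2 experiments each. XiO cells were handled as cells with only the X that carries the inducible Xist, and they have no ratio table.

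Expression was analysed as log2(CPM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend), over genes with a mean of at least 1 CPM in the libraries of the fit. The contrasts were dTAG + Dox against Dox, and dTAG against untreated. Each fit held all libraries of a table. Clone was a block in the degron lines, because each clone was compared with itself, and this pairing comes from the cell line named in the labels. As a check of the pairing, residual profiles of a clone's libraries were correlated across genes between treatments. The correlation was 0.55, 0.80, 0.06 and 0.85 for G4, H1, C3 and H5, and 0.56 to 0.92 in the ZCCHC8, YTHDC1 and ZFC3H1 lines. In the transgene lines both replicates of a group are the same clone and there was no block of experiment. The same check for these lines, and fits with that block, are given with the alternatives. P values were two-sided and were adjusted by the Benjamini-Hochberg (BH) method over all genes tested, with calls at an adjusted p under 0.05. Sets of X-linked genes were tested with the rotation test fry of limma, two-sided by direction. The allelic ratio of each X-linked gene was also tested with limma. A count of genes is given as higher or lower with dTAG.

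Before the data were examined, the tests, the blocks, the list of 13 genes and the alternatives listed below were set. The list was Xist, Kcnq1ot1, Neat1, Malat1, the 4 degron targets, Mettl14, Wtap, Spen, Hdac3 and Hnrnpu. A rule was also set for further genes to name: the 3 with the largest rise and the 3 with the largest fall among those with an adjusted p under 0.05, a mean of at least 5 CPM and a change of the same sign in every clone. The same rule was applied to the allelic ratio. Not every gene that the rule names is reported here. Alternatives were a pseudocount of 0.1, every gene above 0 in any library, a mean of at least 5 CPM for the X-linked set in XiO lines, rescaling of each library by its median ratio over autosomal genes, leaving X-linked genes out of the library total, edgeR 4.0.16 (quasi-likelihood test) on the recovered reads, fits of only the groups compared, no clone block or a block of experiment in transgene lines, both YTHDC1 experiments in a single fit, and leaving out each replicate. For the ratio they were the logit of the ratio, genes with an untreated ratio of 0.2 to 0.8, the mean in place of the median, subtraction of the change without Dox, and an exact sign-flip test of the clone medians. Alternatives chosen after seeing the data were the share of reads in genes spanning under 3 kb relative to genes over 100 kb as a covariate in the METTL3 table, genes with an untreated ratio of 0.1 to 0.9 in every library, the direct contrast of both XiO lines, and the direct contrast of the ZCCHC8 and YTHDC1 ratios.

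The methods were tested on simulated data. With 200 genes changed by a factor of 2 in libraries drawn at the observed depth and spread, limma recovered 54.5% in the METTL3 design, 91% for ZCCHC8, 90.5% and 94.5% for the YTHDC1 tables, 84.5% for ZFC3H1, 43% and 45% for the XX lines, and 7.5% and 5.5% for the XiO lines. With a simulated shift of -0.05 in the allelic ratio, fry gave a p under 0.05 in 20 of 20 simulations of each line, and with no shift in 0 to 2 of 20. Tables were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Raw reads were not used here.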

Results

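Chromatin-associated RNA was sequenced in 80 libraries of mouse embryonic stem cells with Dox-inducible Xist (4 degron targets and 4 transgene lines), and the share of RNA from each X was available for 64 of them. METTL3 degron clones gave 16 libraries (4 treatments of 4 clones), with 12.6 to 24.3 M reads each. The table of ZCCHC8 and YTHDC1 held 16 libraries (2 clones of each target) with 14.8 to 29.2 M reads, and the separate YTHDC1 table held 8 libraries with 19.2 to 29.5 M reads. ZFC3H1 gave 8 libraries with 15.7 to 22.8 M reads. The XX transgene lines gave 16 libraries with 8.58 to 31.5 M reads and the XiO transgene lines 16 libraries with 12.7 to 34.4 M reads. Values below are CPM with the standard deviation over clones (degron lines) or experiments (transgene lines), and log2 changes come from limma with its standard error (SE).

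Library composition differed more between METTL3 libraries than elsewhere. Genes spanning under 3 kb took from 0.472% of reads (clone C3 with Dox) to 4.52% (clone C3 with dTAG + Dox), against 0.496% to 2.41% in all other tables. Rmrp, a short RNA gene of 275 bp (chromosome 4, 43492785 to 43493059), ranged from 218 to 25414 CPM in METTL3 libraries. The median gene of the METTL3 line was higher by 0.23 (log2) with dTAG + Dox than with Dox, and by 0.21 with dTAG than untreated. The median gene moved by 0.11 and 0.12 in the D395A XiO line, by 0.06 and 0.12 in the D395A XX line, and by less than 0.1 in each other line. Rescaling by the median ratio over autosomal genes takes these shifts of the median gene out, whose cause was not tested, and its values are given beside several of the results below.

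**Figure D1:**
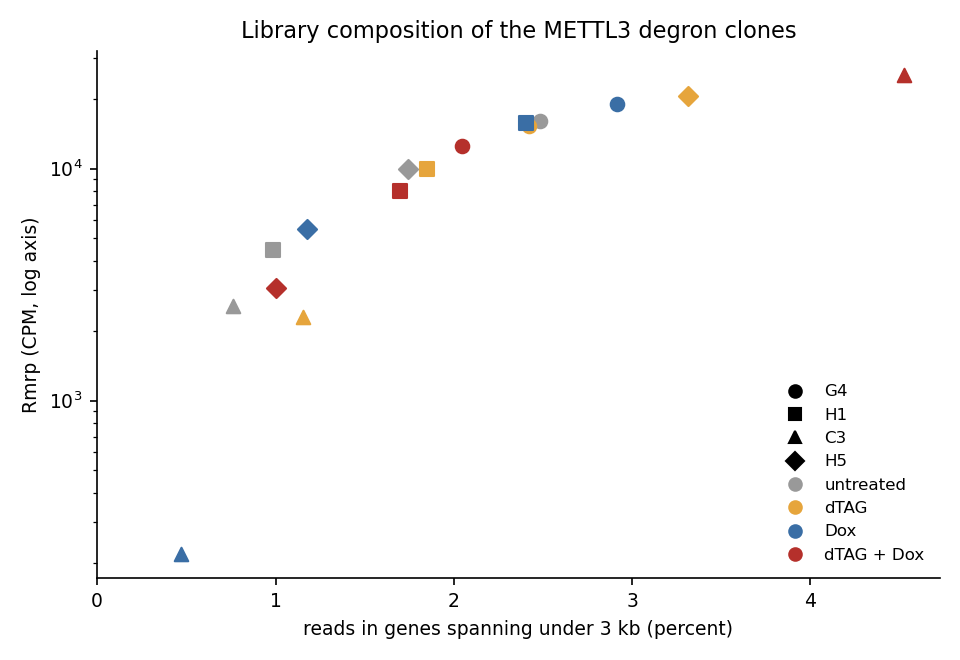
Share of reads in genes spanning under 3 kb, in percent, against the level of Rmrp in CPM on a log axis, for each METTL3 library. Shapes mark the clones and colours the treatments. The share lies between 0.472% and 4.52%, and both extremes belong to clone C3.

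RNA of each depleted protein's own gene was compared first, although the degron removes protein and its gene's RNA does not report the depletion. Mettl3 (chromosome 14, 52294842 to 52305124) changed by 0.19 in the METTL3 line with dTAG + Dox against Dox (SE 0.147, adjusted p 0.372), and the highest of the 4 clones was C3 with 0.63. With median-ratio scaling the sign turned, to -0.05. Zcchc8 (chromosome 5, 123698302 to 123721044) changed by -0.09 in its own line (adjusted p 0.312). Ythdc1 (chromosome 5, 86804490 to 86836657) changed by 0.07 (adjusted p 0.592) in the shared table and by -0.04 (adjusted p 0.715) in the separate table. Zfc3h1 (chromosome 10, 115384959 to 115432771) changed by 0.30 (adjusted p 0.136). In the transgene lines Mettl3 changed by 0.02 (WT XX), 0.14 (D395A XX), -0.03 (WT XiO) and -0.15 (D395A XiO), and the lowest adjusted p of these was 0.839. In these lines Mettl3 may include reads of the GFP-METTL3 transgene, which were not told apart from those of the tagged gene. Of the 13 genes listed beforehand, dTAG + Dox against Dox called 0 in METTL3 over all genes tested and 0 adjusted over the list of 13 alone, where 4245 of 13367 genes had an unadjusted p under 0.05. The same counts were 5 and 5 for ZCCHC8 (7 and 7 with median-ratio scaling), 1 and 1 for YTHDC1 in the shared table, 3 and 3 in the separate table, 2 and 3 for ZFC3H1 and 1 and 2 for the D395A XX line. They were 0 and 0 in the WT XX, WT XiO and D395A XiO lines, where 39, 14 and 1404 genes had an unadjusted p under 0.05. A block of experiment gave 3 and 3 in D395A XiO, 4 and 4 in D395A XX and 0 and 1 in WT XX. For METTL3 the counts were 2 and 2 without clone C3. They were also 2 and 2 with the short-gene share as a covariate, chosen after seeing the data.

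Whether loss of METTL3 changes the level of Xist (X, 103460373 to 103483233) was asked with Dox present in both arms. Xist in the METTL3 line was at 214 ± 85.3 CPM (SD, n = 4) untreated, 390 ± 139 with dTAG, 2817 ± 994 with Dox and 5102 ± 1006 with dTAG + Dox. The log2 change from Dox to dTAG + Dox was 0.90 (SE 0.32, adjusted p 0.0812), and all 4 clones were higher, by 1.14 in G4, 1.16 in H1, 0.12 in C3 and 1.18 in H5. An exact two-sided sign-flip test over the 4 clones gave p 0.125, the smallest that 4 clones allow. The rise in limma therefore did not pass the threshold. Without clone C3 it was 1.16 (adjusted p 0.0407) and with the short-gene share as a covariate, chosen after seeing the data, 1.06 (adjusted p 0.0309). The alternative that moved it furthest was edgeR on recovered reads, at 0.56 (adjusted p 0.353), and over all alternatives the change ranged from 0.56 to 1.16 with adjusted p from 0.0309 to 0.353. Median-ratio scaling gave 0.65 (adjusted p 0.265).

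The NEXT subunit ZCCHC8 and the reader YTHDC1 were compared within a single table. In the ZCCHC8 line Xist went from 2944 ± 58.9 CPM with Dox to 7915 ± 27.7 with dTAG + Dox (SD, n = 2), from a background of 96.2 ± 16.8 CPM untreated. Its log2 change was 1.43 (SE 0.0983, adjusted p 1.64e-08 in limma), at 1.45 in Z4F and 1.40 in Z12H. For YTHDC1 in the same table Xist was at 87.2 ± 11.3 CPM untreated, 2326 ± 399 with Dox and 2036 ± 154 with dTAG + Dox, a change of -0.18 (adjusted p 0.232), lower in both clones. The separate YTHDC1 table gave 47.2 ± 2.14 CPM untreated, 2142 ± 590 with Dox and 1783 ± 409 with dTAG + Dox, a change of -0.26 (adjusted p 0.0427), again lower in both clones. This call was lost without a clone block (adjusted p 0.831) and when all genes above 0 were tested (adjusted p 0.194). Over its alternatives the adjusted p ranged from 1.62e-05 to 0.831. ZCCHC8 and YTHDC1 were compared directly by an interaction contrast, where the change of Xist differed by 1.61 (SE 0.139, adjusted p 4.92e-07) and by 1.51 to 1.71 under the alternatives.

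ZFC3H1, a subunit of a second nuclear exosome adaptor, gave no rise of Xist with Dox. Xist was at 89.7 ± 33.2 CPM untreated, 2334 ± 939 with Dox and 1724 ± 482 with dTAG + Dox (SD, n = 2). The change was -0.40 (SE 0.191, adjusted p 0.302 in limma), at -0.54 and -0.27 in the 2 clones.

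Xist without Dox was compared between dTAG and untreated libraries as the background of the induction. It rose by 0.88 in METTL3 (adjusted p 0.0605), 2.90 in ZCCHC8 (adjusted p 9.02e-12), 1.00 in YTHDC1 in the shared table (adjusted p 5.12e-06), 1.20 in the separate table (adjusted p 6.13e-09) and 1.29 in ZFC3H1 (adjusted p 0.00736). With median-ratio scaling the METTL3 value was 0.64 (adjusted p 0.210). With the same scaling the transgene lines gave 0.20 (WT XX), 0.26 (D395A XX), 0.62 (WT XiO) and 0.29 (D395A XiO). The lowest adjusted p of these in limma was 0.875. The effect of dTAG with Dox was lower than that without Dox by a tested difference of -1.48 in ZCCHC8 (adjusted p 6.55e-05), and of -1.19 and -1.45 in the YTHDC1 tables (adjusted p 0.00282 and 1.07e-06). In ZFC3H1 the difference was -1.70 (SE 0.271, adjusted p 0.997 over all genes tested) and did not pass the threshold. Next to its SE, that adjusted p does not show the difference to be absent. In METTL3 this difference was 0.02 (adjusted p 0.9996). All these Xist values join both alleles. By the allelic ratio of Xist, the other X gave 66.3 of 113 CPM in untreated ZFC3H1 clone 8H. It gave 38.3 (G4) to 71.1 CPM (H5) in untreated METTL3 clones, and at most 1.70 CPM in those of ZCCHC8 and YTHDC1. In WT XX experiment 2 it gave 221 of 360 CPM. The changes in METTL3, ZFC3H1 and XX transgene lines thus do not report the inducible allele alone.

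Transgene lines addressed whether the catalytic site of METTL3 is needed. In XX cells with the WT transgene Xist was at 4005 ± 2084 CPM with Dox and 4127 ± 1576 with dTAG + Dox, a change of 0.09 (adjusted p 0.9998), at 0.25 in experiment 1 and -0.06 in experiment 2. With the D395A transgene it was at 4257 ± 2082 and 6712 ± 3162 CPM, a change of 0.66 (adjusted p 0.682), at 0.64 and 0.68. In XiO cells Xist went from 4014 ± 827 to 3787 ± 624 CPM with the WT transgene (-0.08, adjusted p 0.99998) and from 2484 ± 72.9 to 5101 ± 1044 CPM with D395A (1.02, adjusted p 0.198), at 1.26 and 0.78. The difference between D395A and WT was 0.57 in XX cells (adjusted p 0.999) and 1.10 in XiO cells (adjusted p 0.99996), so that no difference between transgenes passed the threshold in these fits, which take no account of the experiment a library belongs to. Fits that do called the change of Xist with D395A, and its difference to WT, in both XX and XiO cells. Those fits follow the pairing that the study describes and are given with the alternatives. Untreated Xist was at 256 CPM (WT XX), 101 CPM (D395A XX), 2.21 CPM (WT XiO) and 7.10 CPM (D395A XiO).

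**Figure D2:**
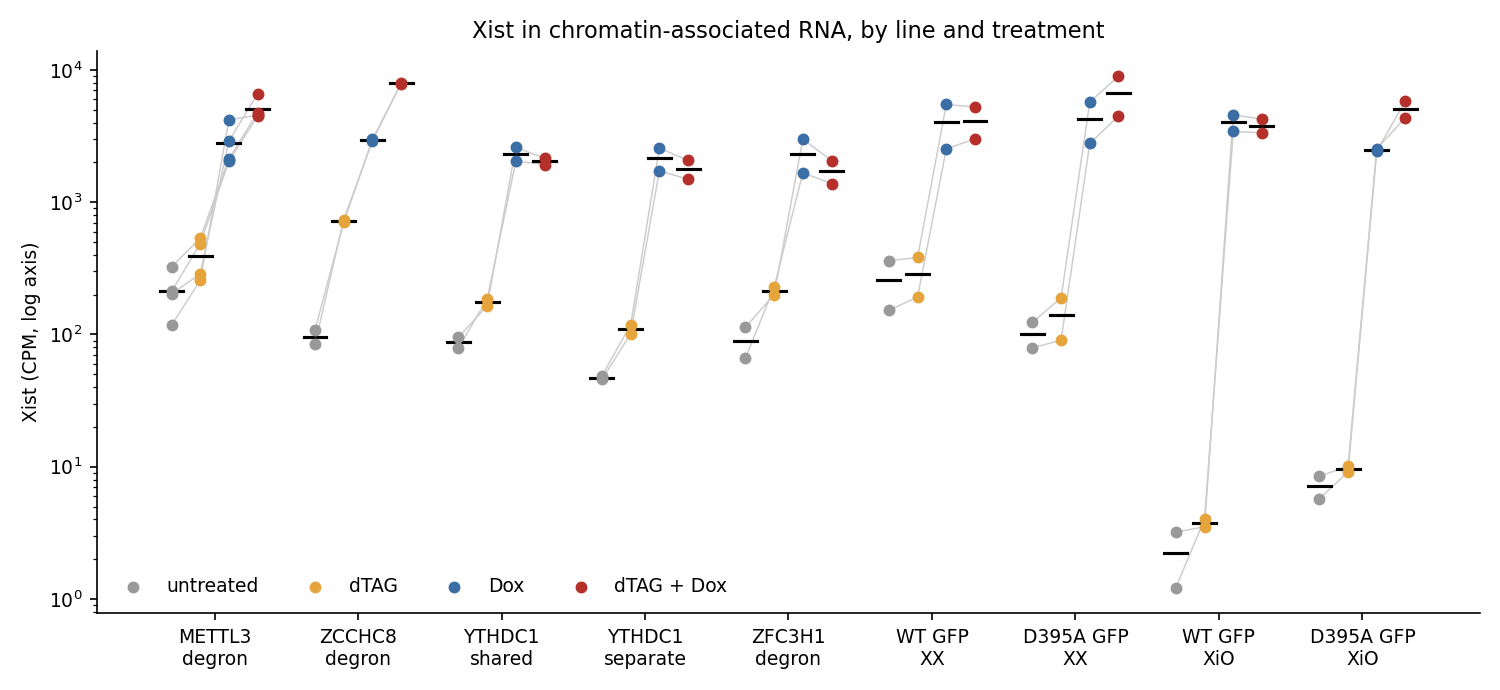
Xist level in CPM on a log axis for each library, by line and treatment, with lines joining the libraries of a clone or experiment. Dox and dTAG + Dox libraries of ZCCHC8 sit near 2944 and 7915 CPM, while those of both YTHDC1 tables lie between 1494 and 2608 CPM.

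Silencing of the X with the inducible Xist was measured by the median allelic ratio, Xi/(Xi + Xa), over X-linked genes other than Xist. In the METTL3 line it was 0.457 ± 0.00521 (SD, n = 4) untreated, 0.445 ± 0.0108 with dTAG, 0.255 ± 0.0208 with Dox and 0.181 ± 0.0203 with dTAG + Dox. The median change over genes from Dox to dTAG + Dox was -0.0640 (fry p 4.87e-05, BH over 8 tests 1.95e-04), lower in 4 of 4 clones, between -0.0835 in H5 and -0.0451 in C3. Of the genes tested 96.5% were lower, and limma called 219 lower and 1 higher. Subtraction of the change without Dox moved the median most among the alternatives that keep its unit, to -0.0529, and the count to 56. Leaving out H5 moved the count to 102. In ZCCHC8 the ratio went from 0.261 ± 0.0105 to 0.176 ± 0.0235 (SD, n = 2), a median change over 262 genes of -0.0668 (fry p 2.58e-05, BH 1.95e-04), with 124 genes lower and 1 higher. Its untreated level was 0.505.

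In YTHDC1 the ratio moved the other way. It rose in the shared table from 0.262 ± 0.00757 to 0.309 ± 0.000607, a median change of 0.0450 (fry p 3.15e-04, BH 6.31e-04), with 0 genes lower and 36 higher. In the separate table it rose from 0.274 ± 0.0253 to 0.327 ± 0.0221, a median change over 278 genes of 0.0374 (fry p 0.0253, BH 0.0337), with 0 genes called and 67 at an unadjusted p under 0.05. Untreated levels were 0.504 and 0.507. The direct contrast of ZCCHC8 with YTHDC1, chosen after seeing the data, gave -0.115 (fry p 9.24e-06). ZFC3H1 changed by 0.00714 over 416 genes (fry p 0.826, BH 0.826), from 0.238 to 0.248, with 0 genes called and 10 at an unadjusted p under 0.05. Its clone 8H changed by 0.0132 and clone 11A by 0, and clone 11A had an uninformative stretch at the end of the X.

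In XX transgene cells the median change was -0.0159 with WT (fry p 0.109, BH 0.125), from 0.257 ± 0.0285 to 0.234 ± 0.0196, with 1 gene lower and 1 higher. With D395A it was -0.0554 (fry p 2.92e-04, BH 6.31e-04), from 0.187 ± 0.0132 to 0.119 ± 0.00525, with 85 genes lower and 1 higher of 409. The difference between D395A and WT was -0.0365 (fry p 0.0201, BH 0.0322). It lost its p under 0.05 when only the groups compared were fitted (p 0.0811) and when the change without Dox was subtracted (-0.0371, p 0.0733), in a range of p over the alternatives of 0.00104 to 0.0811. The D395A cells were already lower with Dox alone (0.187 against 0.257), and that difference between lines was not tested.

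**Figure D3:**
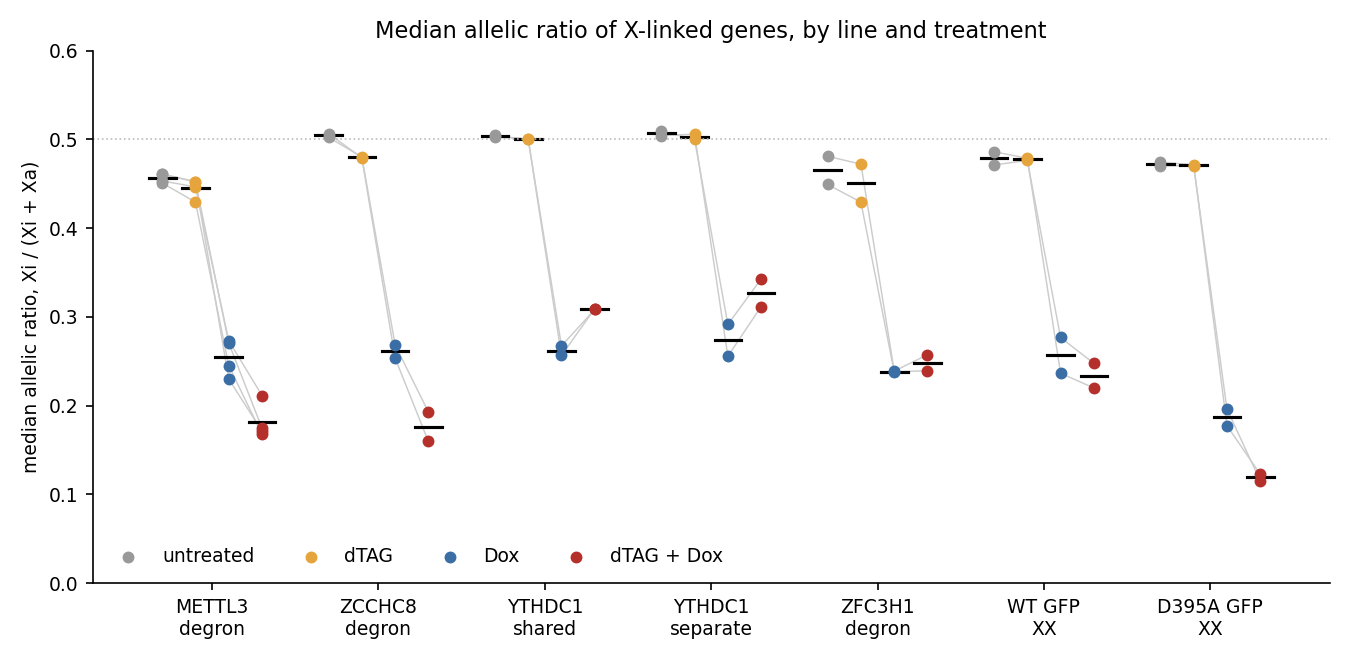
Median allelic ratio Xi/(Xi + Xa) over X-linked genes for each library, by line and treatment. All 4 METTL3 clones and both ZCCHC8 clones fall from Dox to dTAG + Dox, and both clones of each YTHDC1 table rise.

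The changes were spread along the chromosome. In windows of 10 Mb with at least 5 genes the median change was below 0 in 15 of 15 windows for METTL3 (-0.0871 to -0.0462) and in 11 of 11 for ZCCHC8 (-0.128 to -0.0329). It was above 0 in 11 of 11 windows in the shared YTHDC1 table (0.0321 to 0.0687) and in 11 of 11 in the separate table (0.0223 to 0.0520). For ZFC3H1 it was below 0 in 3 and above 0 in 11 of 15 windows. The 3 windows of ZFC3H1 beyond 140 Mb, all above 0, rest on clone 8H, because 11A has no informative ratio there. Both XX transgene lines were below 0 in 15 of 15 windows, from -0.0207 to -0.00114 with WT and from -0.0685 to -0.0318 with D395A. The ratio tables of YTHDC1 and ZCCHC8 end at Xist, with a furthest gene start of 103.46 Mb, so the distal part of the X is not covered for these lines.

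**Figure D4:**
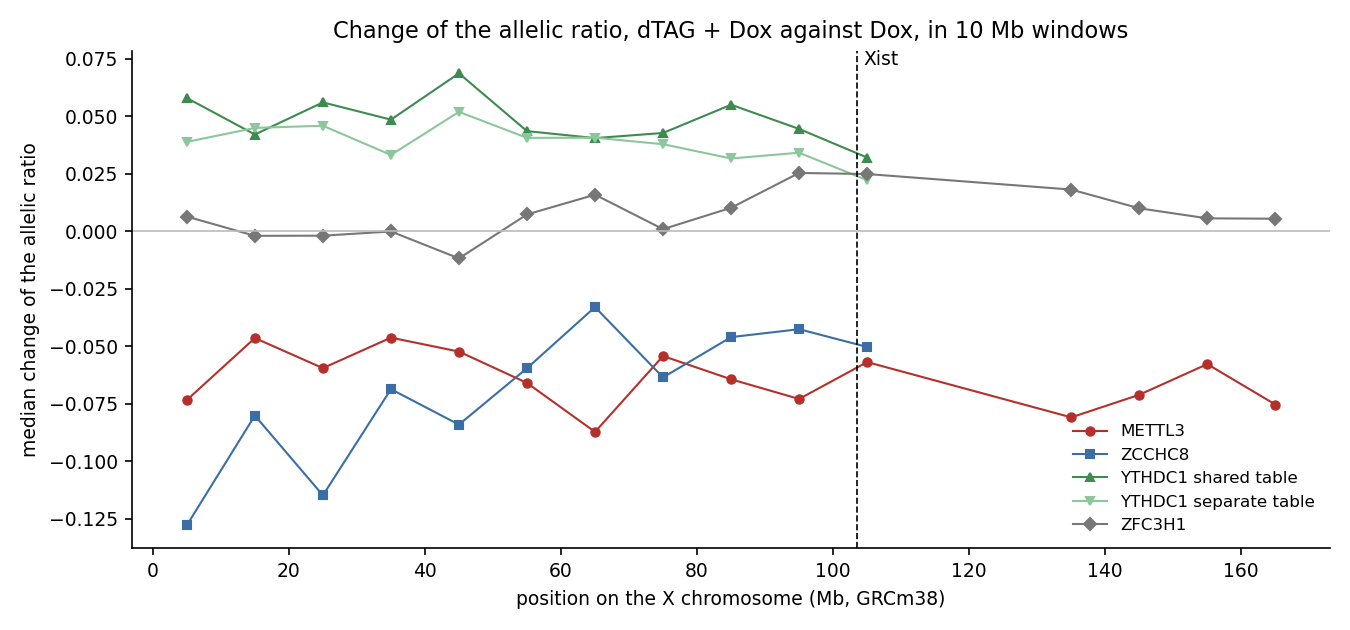
Median change of the allelic ratio from Dox to dTAG + Dox in windows of 10 Mb along the X, in Mb, by degron line, with the position of Xist marked. METTL3 lies between -0.0871 and -0.0462 in all 15 windows, and ZCCHC8 is lowest, at -0.128, in the first window.

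In XiO cells, which have no ratio, expression of 442 X-linked genes other than Xist took its place. X-linked genes took 3.14% of reads untreated with WT and 2.88% with D395A. From Dox to dTAG + Dox this share went from 1.67% ± 0.020 to 1.69% ± 0.0658 with WT and from 1.72% ± 0.0534 to 1.37% ± 0.128 with D395A (SD, n = 2). The median log2 change of the X-linked genes was 0.04 with WT (fry p 0.514) and -0.20 with D395A (fry p 0.0114), where other genes had a median of 0.12. The D395A value was -0.06 without experiment 1 and -0.36 without experiment 2, so its size rests on which experiment is kept. The difference between the lines, a contrast chosen after seeing the data, was -0.27 (fry p 0.0241), and -0.36 with median-ratio scaling (fry p 0.00518).

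Kcnq1ot1 (chromosome 7, 143213111 to 143296547), Neat1 (chromosome 19, 5842302 to 5845478) and Malat1 (chromosome 19, 5795690 to 5802671) are nuclear lncRNAs to which the study compared Xist. In METTL3, Kcnq1ot1 went from 1938 ± 22.4 to 2628 ± 561 CPM (SD, n = 4), a log2 change of 0.41 (SE 0.127, adjusted p 0.0551 in limma), higher in 3 of 4 clones and at -0.06 in C3. It was moved most by median-ratio scaling, to 0.16 (adjusted p 0.642). Without C3 it was 0.57 (adjusted p 0.0201), in a range over the alternatives from 0.16 to 0.57 and in adjusted p from 0.00272 to 0.642. In ZCCHC8, Kcnq1ot1 went from 1814 ± 77.4 to 5328 ± 340 CPM, a change of 1.55 (adjusted p 1.15e-10). In YTHDC1 it fell by 0.36 in the shared table (adjusted p 0.00178) and by 0.14 in the separate table (adjusted p 0.191). In ZFC3H1 it changed by 0.26 (adjusted p 0.227).

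In the transgene lines Kcnq1ot1 went from 1788 ± 46.1 to 3031 ± 31.9 CPM in D395A XX cells (SD, n = 2), a change of 0.76 (adjusted p 0.0115), at 0.75 and 0.78 in the 2 experiments. With median-ratio scaling 0 of the 3 lncRNAs were called in D395A XX over all genes and 1 adjusted over these 3 alone, with 2247 genes at an unadjusted p under 0.05. In D395A XiO cells Kcnq1ot1 changed by 0.33 (adjusted p 0.439, in a fit that takes no account of experiment), at 0.32 and 0.34. With the WT transgene its log2 change was 0.18 and -0.09 in the 2 XX experiments and -0.04 and 0.04 in the XiO experiments. Whether the D395A and WT changes of Kcnq1ot1 differ was not tested.

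Neat1 rose in ZFC3H1 by 1.69 (adjusted p 0.00761), from 154 ± 59.2 to 491 ± 163 CPM, and in ZCCHC8 by 0.89 (adjusted p 2.55e-05). Without Dox the order turned, with limma rises of 2.07 in ZCCHC8 (adjusted p 4.54e-09) and 1.79 in ZFC3H1 (adjusted p 0.00612). The effect in ZCCHC8 was lower with Dox by a tested difference of -1.17 (adjusted p 0.00621). With Dox in both arms Neat1 changed by 0.49 in METTL3 (adjusted p 0.305). In the YTHDC1 tables it changed by -0.04 (adjusted p 0.855) and -0.33 (adjusted p 0.00253). Malat1 changed by -0.21 in METTL3 (adjusted p 0.491), -0.11 in ZCCHC8 (adjusted p 0.533), -0.29 and -0.38 in YTHDC1 (adjusted p 0.157 and 0.00569) and -0.30 in ZFC3H1 (adjusted p 0.193). Of these 3 lncRNAs, a list of their own within the 13 genes, the number called over all genes and adjusted over these 3 alone was 0 and 1 in METTL3, 2 and 2 in ZCCHC8, 1 and 1 and then 2 and 2 in the YTHDC1 tables, 1 and 3 in ZFC3H1 (1 and 1 with median-ratio scaling), and 1 and 1 in D395A XX. With median-ratio scaling METTL3 had 0 and 0, with 3539 of all genes at an unadjusted p under 0.05.

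Across all genes, dTAG + Dox against Dox called 1149 higher and 259 lower of 13367 in METTL3. With median-ratio scaling the split was 402 higher and 532 lower, so the share of higher genes follows the scaling. The count fell to 0 without clone G4 and to 0 without clone H5, was 891 without H1 and 525 without C3, and was 0 when only the Dox and dTAG + Dox libraries were fitted. Of all alternatives those of 0 moved it most, while 4245 genes had an unadjusted p under 0.05. In ZCCHC8 there were 3490 higher and 2108 lower of 13857 (2938 and 3199 with median-ratio scaling). In YTHDC1 there were 1363 higher and 789 lower in the shared table (1111 and 991 with median-ratio scaling), and 1142 higher and 870 lower of 13722 in the separate table. ZFC3H1 gave 343 higher and 84 lower of 13544. D395A XX gave 328 higher and 98 lower of 13364 (221 and 135 with median-ratio scaling), and D395A XiO gave 7 higher and 0 lower of 13448 (6 and 1). WT XX and WT XiO gave 0 genes, with 39 and 14 at an unadjusted p under 0.05. These transgene counts and those without Dox below take no account of experiment. A block of experiment raised them with Dox to 3914 in D395A XX and 4182 in D395A XiO. Without Dox it raised them to 5015 and 4623, and it left 0 in both WT lines. The small counts above thus do not show a weak response in the D395A lines.

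Without Dox, dTAG against untreated called 2260 genes higher and 848 lower in METTL3 (1089 and 1625 with median-ratio scaling). Leaving out G4 or H5 moved that total from 3108 to 1058 and 845, and leaving out H1 moved it to 1915. The counts were 2756 higher and 2240 lower in ZCCHC8, 1463 and 1171 in the shared YTHDC1 table, 1144 and 1293 in the separate table (1295 and 1215 with median-ratio scaling, which turns the majority), and 237 and 54 in ZFC3H1. They were 649 and 154 in D395A XX (370 and 356 with median-ratio scaling) and 46 and 8 in D395A XiO (14 and 11). WT XX and WT XiO again gave 0 genes, with 29 and 18 at an unadjusted p under 0.05. Of the genes called with and without Dox, 1188 were shared in METTL3, 3664 in ZCCHC8, 1512 and 1398 in the YTHDC1 tables and 185 in ZFC3H1, and of these 1188, 3651, 1512, 1397 and 185 had the same direction. Among genes called with Dox, those on the X numbered 16 higher and 36 lower in METTL3, 67 and 206 in ZCCHC8, and 140 and 14, then 95 and 23, in the YTHDC1 tables.

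Genes named by the rule set beforehand were as follows. In METTL3, 939 genes met it. Car10 (chromosome 11, 93099290 to 93601751) rose most, from 4.22 ± 1.28 to 17.8 ± 6.02 CPM (SD, n = 4; log2 1.80, adjusted p 0.00592 in limma), followed by Megf11 with 1.60 and Gm5622 with 1.55. Phex (X, 157162075 to 157415286) fell most, from 11.9 ± 1.42 to 4.25 ± 0.843 CPM (log2 -1.31, adjusted p 6.88e-04), followed by Clcn1 with -1.27 and Slc22a13b-ps with -1.18. With median-ratio scaling Car10 was at 1.58, Megf11 at 1.36, Gm5622 at 1.35, Phex at -1.53, Clcn1 at -1.51 and Slc22a13b-ps at -1.40.

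In ZCCHC8, 4182 genes met the rule. The lncRNA 2900060B14Rik (chromosome 1, 118458669 to 118459265) rose most, from 0.814 ± 0.0961 to 44.5 ± 17.6 CPM (SD, n = 2; log2 4.59, adjusted p 1.24e-11 in limma). Mir466p followed with 3.19, although its listed span (chromosome 18, 65195453 to 65619615) covers other genes and its reads cannot be assigned to the microRNA. B130034C11Rik rose by 2.92. Falls included those of Firre (X, 50555744 to 50635258) from 388 ± 41.9 to 131 ± 8.02 CPM (log2 -1.56, adjusted p 1.48e-12) and Frmd7 (X, 50892645 to 50942710) at -1.24.

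In YTHDC1 the same 3 genes rose most in both tables, among 1876 and 1715 genes that met the rule. Col20a1 (chromosome 2, 180986535 to 181017540) rose by 2.25 (adjusted p 2.06e-08) and 2.79 (adjusted p 5.67e-12), Lsamp by 2.06 and 2.38, and 6030498E09Rik by 1.73 and 2.00. Mipol1 (chromosome 12, 57230425 to 57457241) fell most in both, by a log2 change of -1.62 (adjusted p 7.66e-11) and -1.68 (adjusted p 1.62e-12). It was followed by Mfhas1 (-1.39) and Col13a1 (-1.07) in the shared table, and by Cyp2c55 (-1.33) and Nol4 (-1.12) in the separate table. In ZFC3H1, 369 genes met the rule. The largest rises were those of Neat1, A930001C03Rik (chromosome 19, 4439323 to 4448325; 1.68, adjusted p 9.54e-04) and Svop (1.60), and the largest falls were those of Pck2 (-0.94), Enpp2 (-0.91) and Dnah8 (-0.87).

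For the allelic ratio, 206 genes met the rule in METTL3. Mamld1 (X, 71050256 to 71154717) fell most, from 0.440 ± 0.139 to 0.178 ± 0.0457 (SD, n = 4; adjusted p 0.00146 in limma), followed by Gprasp2 (-0.180) and Nr0b1 (-0.180). Dgkk (X, 6873484 to 6948363) was the only gene to rise, by 0.0755 (adjusted p 0.0210), and its sign turned, to -0.0237, once the change without Dox was subtracted (adjusted p 0.625, in a range over its alternatives from 0.00876 to 0.625). In ZCCHC8, 123 genes met the rule, with the largest falls in Slc35a2 (-0.219), Wdr45 (-0.208) and Zfp449 (-0.203). Tsix, antisense to Xist (X, 103431517 to 103484957), was the only gene to rise (0.0913, adjusted p 8.62e-04). In the shared table of YTHDC1 35 genes met it, with the largest rises in BC023829 (0.166), Il1rapl1 (0.144) and Foxo4 (0.137), and none fell. The ratio of Il1rapl1 was already 0.825 with Dox.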

Values the study reported

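The paper reports that Xist RNA increased by up to approximately 2-fold after depletion of METTL3. It reports an increase of approximately 1.5 to 2-fold for Kcnq1ot1 under the same depletion, and levels of Neat1 and Malat1 that were unaffected.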

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

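The tests chosen after the result was seen are the exchange of the C3 libraries, the scaling of H5, the Dox levels of G4 and Y12H, and the median-ratio scaling of the ZCCHC8 and YTHDC1 contrast and of the XiO contrast. The direct contrasts of the allelic ratio between ZCCHC8 and YTHDC1 and of both XiO lines were also chosen then. A library or clone far from its group was sought in 72 groups of 4, and 7 had a gap to the nearest value large enough to stand out by Dixon's ratio. Chance gives about 1 in 20 groups.

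Clone C3 of the METTL3 line had a log2 change of Xist of 0.12, far below the other 3 clones (Dixon 0.960). Its Xist with Dox alone was the highest of the 4, at 4189 CPM against 2039 to 2906, and with dTAG + Dox it was at 4550 CPM, near G4 (4496) and H1 (4763). An exchange of its Dox and dTAG + Dox libraries would reverse its allelic ratio, which changed by -0.0451, a fall as in the other clones, against an exchange. An absence of depletion was looked for in the genes called by dTAG without Dox in a fit without C3. Of 2300 such autosomal genes, 77.4% changed the same way in C3 with Dox. This was 69.7% of 1664 genes called higher and 97.6% of 636 called lower. The share over both directions was lower than in the other clones (87.7% to 97.4%). The share that would agree in C3 without depletion is not known. On the first principal component of the METTL3 libraries (56.2% of variance) C3 moved from 0.480 with Dox to -0.158 with dTAG + Dox. G4, H1 and H5 moved the same way from untreated to dTAG. Genes on that shared axis could agree without depletion, so these shares cannot decide. Without Dox, dTAG raised Xist in C3 by 1.11 (others 1.19, 0.71 and 0.50) and Kcnq1ot1 by 0.70, the most of the 4, which gives no sign of a weaker depletion there. For the library with dTAG + Dox, where Kcnq1ot1 changed by -0.06, a weaker or absent depletion is not excluded. A shift shared by genes of like span was tested by taking off the median change of 4450 autosomal genes with a span like that of Xist. That median was 0.40 in C3 and 0.36 in H5 (C-terminal tag) against 0.02 in G4 and 0.07 in H1 (N-terminal tag). Whether the shift follows the tag was not tested. The value of C3 moved to -0.28 and stayed below those of the other clones (1.12, 1.09 and 0.82), which argues against such a shift as the whole cause. What also stays open is a difference between clones, which was not tested.

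Mettl3 in the same clone rose by 0.63, above the other clones (Dixon 0.891). After the median change of 3104 autosomal genes of like span was taken off, C3 was at -0.13, within the other clones (0.08, -0.09 and -0.35). A shift shared by genes of like span may therefore account for this rise, and the cause of that shift was not tested.

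Clone H5 had the highest Xist with dTAG + Dox, 6601 CPM (Dixon 0.873). With median-ratio scaling the libraries were at 6346 CPM in H5 against 4265, 4591 and 4063 CPM. The gap to the next clone was 27.7% of its Xist, against 27.8% before, which argues against scaling as the cause of that gap. The Dixon ratio was then 0.769, because the other clones lay further apart. A difference between clones was not tested.

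The median allelic ratio of G4 with dTAG + Dox was 0.211, above the other METTL3 clones (Dixon 0.841). With Dox alone G4 was at 0.273 and H5 at 0.271, yet H5 ended at 0.175. The gap to H5 with Dox alone was 7.03% of that with dTAG + Dox, which argues against the level before dTAG as the cause of that gap. H1 and C3 were lower with Dox alone, at 0.245 and 0.230, and ended at 0.168 and 0.171. The median change per gene in G4, -0.0552, lay between those of C3 (-0.0451) and H5 (-0.0835). For the gap to H1 and C3 the level of G4 before dTAG stays open. In the separate YTHDC1 table Y12H was the highest of 4 with dTAG + Dox, at 0.343 (Dixon 0.908). It was also the highest with Dox alone, at 0.292 (next 0.267). That gap was 77.5% of the gap with dTAG + Dox (next 0.312), and the level before dTAG may account for it in part. Y9F of that table was the highest with dTAG, at 0.506 (Dixon 0.899). The group joins libraries of both YTHDC1 tables, which list different genes, and over the 258 genes in both the Dixon ratio was 0.101, so the unlike gene lists may account for it.

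Without Dox the allelic ratio of clone H1 changed by -0.0214 with dTAG, lower than in the other METTL3 clones (Dixon 0.865). This is a difference between the medians of both libraries. The median of the changes per gene, used for clones in the report, was -0.0138 in H1 against -0.0123, -0.0105 and -0.00752, where H1 is lowest by little and does not stand apart. A high untreated library would give this, but untreated H1 was the lowest of 4 at 0.451, and H1 with dTAG was the lowest too, at 0.430. That argues against the untreated library as the cause. No biological explanation was tested.

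The change of Xist differed between ZCCHC8 and YTHDC1 by 1.61 in an interaction test. Median-ratio scaling left 1.56, against scaling as the cause. The allelic ratio differed by -0.115. Over the 259 genes with an untreated ratio of 0.1 to 0.9 in every library the difference was -0.115 as well. That filter left out 3 of 262 genes, so it could hardly move the median. Genes outside those limits were too few to be the cause. Both sets of libraries share a table, and no batch is labelled. The contrast of Xist was set beforehand, and that of the ratio was chosen after seeing the data. As a hypothesis, loss of NEXT may act on Xist in a way that loss of YTHDC1 does not. The paper proposes the same, with further evidence from SLAM-seq, which follows the decay of labelled RNA. There Xist was more stable after loss of ZCCHC8, with little or no effect of YTHDC1 loss.

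The allelic ratio change differed between the D395A and WT transgenes in XX cells by -0.0365. The WT line had the shallowest libraries, in experiment 2, but without that experiment the difference was -0.0341, against depth as the cause. In XiO cells the X-linked expression change differed between the transgenes by -0.27, and median-ratio scaling gave -0.36 (fry p 0.00518), against scaling as the cause. Each transgene was a single clone per cell type, so the transgene is confounded with the clone. These values are consistent with a role of the catalytic site, and a difference between clones stays open.

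Some pairs of degron lines from separate tables moved in opposite directions in every clone, and these differences were not tested. Xist differed by 1.12 between METTL3 and YTHDC1, by 1.31 between METTL3 and ZFC3H1 and by 1.83 between ZCCHC8 and ZFC3H1. The allelic ratio change differed by -0.105 between METTL3 and YTHDC1. It also differed by -0.0698 between METTL3 and ZFC3H1 and by -0.0732 between ZCCHC8 and ZFC3H1. There the directions were not opposite in every clone, because clone 11A changed by 0. METTL3 and ZCCHC8 moved the same way in both measures. With median-ratio scaling 11 of 12 clone pairs kept their direction of the Xist change, and C3 was the exception. Scaling may thus account for the direction in C3 and not for that in the other 11 pairs. Table and target are confounded here. Between METTL3 and YTHDC1, and between ZCCHC8 and ZFC3H1, the strain of the X with the inducible Xist differs as well. Per the study, the inducible Xist of the YTHDC1 and ZCCHC8 lines also carries a Bgl stem-loop array. That of the METTL3 and ZFC3H1 lines used here does not.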

How the results depend on the processing

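The alternatives chosen after the result was seen are the short-gene share as a covariate in the METTL3 table, genes with an untreated ratio of 0.1 to 0.9 in every library, and the direct contrasts of both XiO lines and of the ZCCHC8 and YTHDC1 ratios. Of 980 alternative values of 112 results, 834 kept their direction and their side of the threshold (for counts, stayed within 1.5 times), 61 became weaker, 15 became stronger, 57 moved and 13 reversed. Where leaving out a replicate left a single clone or experiment in a group, a kept result is to be read as its direction only. Leaving X-linked genes out of the library total changed 0 of 83 results in these terms, and both filters on the untreated ratio 0 of 15 each. Except where stated, the cause of a change below was not tested.

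Scaling mattered most for METTL3, whose median gene shifts. With median-ratio scaling Mettl3 was at -0.0548 in METTL3 and -0.0266 in WT XX, reversed, METTL3 had 934 genes with Dox (402 higher and 532 lower), and D395A XiO had 25 without Dox. With edgeR Mettl3 was at -0.0274 and -0.0294, reversed, METTL3 had 892 genes, and D395A XiO had 1 and 8 with and without Dox. With a pseudocount of 0.1 D395A XiO had 3 with Dox. With the short-gene share as covariate Xist in METTL3 was 1.06 (adjusted p 0.0309) and Kcnq1ot1 0.52 (adjusted p 0.00272). Over their alternatives the adjusted p ranged from 0.0309 to 0.353 and from 0.00272 to 0.642.

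Testing every gene above 0 in any library moved calls both ways. In the separate YTHDC1 table Xist was then at -0.26 (adjusted p 0.194) and Malat1 at -0.38 (adjusted p 0.130), with 1140 genes with Dox and 1536 without. Neat1 in ZFC3H1 was at 1.69 (adjusted p 0.0601), with 141 and 78 genes, and D395A XiO had 32 and 109.

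Without the clone block the counts with and without Dox were 152 and 1096 in METTL3, 3285 and 2498 in ZCCHC8, 460 and 730 in the shared YTHDC1 table, 6 and 23 in the separate table, and 0 and 0 in ZFC3H1 (388 and 349 at an unadjusted p under 0.05). In the separate table Xist was at -0.26 (adjusted p 0.831), Neat1 at -0.33 (0.331) and Malat1 at -0.38 (0.340), and Neat1 in ZFC3H1 was at 1.69 (1.00). A block of experiment in the transgene lines gave Xist 0.66 in D395A XX (adjusted p 1.52e-04) and 1.02 in D395A XiO (0.00301), with differences to WT of 0.57 (0.0155) and 1.10 (0.0333). It gave 3914 and 5015 genes in D395A XX, 4182 and 4623 in D395A XiO, and 0 ratio genes in WT XX. Of the 13 listed genes it called, over all genes and over the list alone, 4 and 4 in D395A XX, 3 and 3 in D395A XiO and 0 and 1 in WT XX (950 genes unadjusted). Of the 3 lncRNAs, over all genes and over these 3 alone, it called 1 and 1 in D395A XX, 2 and 2 in D395A XiO and 0 and 1 in WT XX. The labels state no pairing beyond a shared experiment number. The study states that in tissue culture experiments the wells of a biological replicate came from a single batch of cells. These were divided at random between conditions, which speaks for pairing within an experiment. Residual profiles of libraries with the same number also correlated across treatments, at 0.85 (WT XX), 0.75 (D395A XX), 0.93 (WT XiO) and 0.85 (D395A XiO). With 2 experiments this check holds a single contrast per line. The calls on Xist, the lncRNAs, the gene counts and the transgene difference thus depend on whether experiment is taken as a block.

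Fitting only the groups compared leaves few residual degrees of freedom and moved counts both ways. METTL3 had 0 genes with Dox (3422 unadjusted), YTHDC1 had 5178 (shared) and 3209 (separate), ZFC3H1 2155 with and 858 without Dox, D395A XX 670 and 1703, and D395A XiO 0 and 0 (1185 and 1155 unadjusted). Ratio genes were 0 in ZCCHC8, YTHDC1 (shared), WT XX and D395A XX. Xist in the shared table was at -0.18 (adjusted p 2.16e-15) and Malat1 at -0.29 (4.07e-52), p values that rest on a variance estimate from 4 libraries. Kcnq1ot1 in the separate table was at -0.14 (0.0394). In ZFC3H1 Xist was at -0.40 (1.11e-04), Kcnq1ot1 at 0.26 (0.00619) and Malat1 at -0.30 (0.00424). The ratio difference of D395A and WT was -0.0365 (p 0.0811).

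Both YTHDC1 experiments in a single fit gave 4308 genes (2499 higher and 1809 lower) and Xist at -0.22 (adjusted p 0.176). For the ratio, subtracting the change without Dox left 56 genes in METTL3, 40 in ZCCHC8, 10 in the shared YTHDC1 table, 0 in WT XX and 0 in D395A XX, a ratio difference of D395A and WT of -0.0371 (p 0.0733), and Dgkk at -0.0237, reversed. The logit gave 1 gene in WT XX and 213 in D395A XX. Exact sign-flip tests of clone medians gave -0.0632 in METTL3 (p 0.125), -0.0666 in ZCCHC8 (p 0.5), and 0.0449 and 0.0378 in the YTHDC1 tables (p 0.5 each), the smallest p these numbers of clones allow.

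Across the 4 fits that each left out a METTL3 clone, genes ranged from 0 to 891 with Dox (0 without G4 or H5, with 3643 and 2378 unadjusted) and from 845 to 3213 without Dox. Xist ranged from 0.81 to 1.16, Kcnq1ot1 from 0.31 to 0.57, and ratio genes from 102 to 212. With a single clone or experiment left, signs turned in these ranges: Malat1 in ZCCHC8, -0.27 to 0.0502; Neat1 in the shared YTHDC1 table, -0.13 to 0.0396; Ythdc1 in the separate table, -0.0983 to 0.0147; Xist in WT XX, -0.0640 to 0.25; Mettl3 in WT XX, -0.12 to 0.16, in D395A XX, -0.00028 to 0.28, and in WT XiO, -0.10 to 0.0438; X-linked expression in WT XiO, -0.0197 to 0.0963. Of the genes named by rule 249 of 279 alternative values were unchanged in these terms and 30 became weaker, and of their ratios 56 of 74 were, with 17 weaker and 1 reversed. With a single clone left, unchanged refers to the direction only. The ratio tables hold no read numbers, which limits the ratio of single genes at low expression.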

Other observations

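The tests chosen after the result was seen are those of the YTHDC1 rise without Dox, that of Xist RNA against Dox for Neat1, that of dTAG for the short-gene share, and the counts over other splits of the libraries.

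Other splits of the 8 METTL3 libraries into equal groups were counted for each result across genes. With Dox 2 of 35 splits gave as many genes. The other split, with 1486 genes, set G4 Dox, H1 Dox, H1 dTAG + Dox and C3 dTAG + Dox against the rest, and may follow library composition, since it holds the 3 libraries with the largest short-gene shares of the 8 (4.52%, 2.91% and 2.41%). Without Dox 1 of 35 splits, the real one, gave as many genes, and likewise 1 of 35 for ratio genes. For the median ratio change 2 of 35 did, and the other split had 0.0665. Among the 8 splits that part every clone pair only the real one did in each case, though 8 splits cannot give a share under 0.05.

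Xist in YTHDC1 lines rose with dTAG before Dox and not with Dox. Reads of the antisense Tsix counted as Xist would need Tsix to rise, and it changed by -0.0622 in the shared table. Median-ratio scaling left the rise at 0.99. At least 99.3% of the added Xist came from the inducible allele, against the other X as its source. A ceiling of the Xist level with Dox is argued against by ZCCHC8 in the same table. It reached at least 7895 CPM where YTHDC1 reached at most 2608. A ceiling of transcription from the induced promoter stays open, because the paper attributes the ZCCHC8 rise to more stable transcripts. As a hypothesis, YTHDC1 may act on leaky transcription of the inducible promoter, which no value here tests.

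Neat1 was lower with Dox than untreated in 19 of 20 pairs (median -0.84), with clone H1 of METTL3 the exception at 0.45, and with dTAG + Dox than with dTAG in 19 of 20 (median -0.83). This was noticed in the data. After median-ratio scaling 19 of 20 pairs stayed lower, against scaling. At an unchanged short-gene share the expected change was -0.74 (SE 0.0904), against composition. Of 10298 autosomal genes 80 were lower and 76 higher in all 20 pairs, and 4 had a lower median than Neat1. Every library with Dox had Xist, at no less than 1383 CPM, so Dox itself and Xist RNA cannot be told apart, because no library has Dox without Xist.

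The spread of the short-gene share over the 16 METTL3 libraries did not follow their depth (Pearson r -0.168, permutation p 0.527; Spearman rho -0.397, permutation p 0.129; r without the 2 libraries farthest from the median depth -0.232; BH adjusted p 0.527 and 0.257). The share was higher with dTAG + Dox than with Dox in 1 of 4 clones, which argues against dTAG with Dox as the whole cause. It was higher with dTAG than untreated in 3 of 4 clones, and an effect of dTAG without Dox stays open. No biological explanation was tested.

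Whether the same X-linked genes lose most of their ratio in METTL3 and ZCCHC8 was tested over 237 shared genes. Spearman rho was 0.125, and the partial rho with both Dox ratios taken out was 0.230, against the ratio left with Dox as the source of the likeness. The correlation is weak, and that of METTL3 with YTHDC1 was -0.0636.

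In clone 11A of ZFC3H1 all 94 X-linked genes beyond 140 Mb had an untreated ratio under 0.05, against 0 of 94 in 8H. The median there was 0 in 11A and 0.478 in 8H, and up to 130 Mb it was 0.473 in 11A.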
